A study of Xenopus laevis with 4 samples. Its data were reported in "Activation of a T-box-Otx2-Gsc gene network independent of TBP and TBP-related factors" (2016).

How the data were processed

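Stage 10.5 *X. laevis* embryos injected with Gcn5-AS oligonucleotide or water were analysed, with 2 samples of 10 embryos per group. Per the labels, ribosomal RNA was depleted, libraries were made with random hexamer primers, and single-end reads of 75 nucleotides were mapped by the authors with STAR to genome version JGI 9.1 allowing 1 mismatch. The read counter, the annotation release, the strand setting and tool versions are not given in the sources used here. Without a stated strand setting, reads of overlapping or antisense genes may not be told apart.

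The authors' deposited table holds the output of DESeq for the comparison of both groups. Its mean signal columns are read counts per gene divided by the authors' size factors and averaged within a group. The deposited log2 fold change is that of the group means plus 0.1, Gcn5-AS over control, and the deposited p-value and its Benjamini-Hochberg adjusted value cover the 23661 gene models with a read. Gene names were taken from the table, and 23397 models carry only an identifier. A separate RefSeq gene table of another assembly held none of these identifiers and was not used.

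Each group mean is a sum of whole reads of 2 libraries, each weighted by its size factor. All 21410 Gcn5-AS means and 21721 control means above 0 had exactly 1 solution in whole reads within a relative tolerance of 3e-14, so reads and size factors were recovered for each library. On simulated means for 23661 models, both libraries were recovered exactly in 100% of means above 0. The deposited size factors of Gcn5-AS X, Gcn5-AS Y, control X and control Y were 1.46, 1.07, 1.87 and 0.744, and X denotes the library with the larger factor. Normalized counts per library are recovered reads divided by these factors. Total reads set the precision of low counts, and single reads are not independent molecules, since no molecular identifiers were used.

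The design planned a count model on per-library counts, or, where only group means were given, the authors' deposited adjusted p under 0.1. The second case applied. The deposited table holds means and not counts, and neither edgeR nor DESeq2 was run, also not on the recovered reads. As an alternative chosen after seeing the data, limma 3.58.1 in R 4.3.3 (voom, lmFit, eBayes) was fitted to the recovered reads of the 11272 models with a mean normalized count of at least 10, with the deposited size factors. Tests were two-sided. It was tested on simulated counts of this comparison with the spread of the real libraries (dispersion of 0.075, the same for every gene), where 11208 models were tested and 200 had been set to change. It found 12 of 100 changed models at a log2 fold change of 1 and 71 of 97 at 2, and 8 of its 91 calls were false.

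Before the data were examined, 25 gene lists were fixed, of which 24 had at least 3 members with a mean count of at least 10. The list of mitochondrially encoded genes was not tested. The median log2 fold change of a list was compared with 10000 random lists of the same size matched on mean expression in 20 bins, with Benjamini-Hochberg adjustment over the lists and a threshold of 0.05. On 200 random lists of 25 models of this table, 4% had a p under 0.05, and all 20 lists shifted by a log2 fold change of 1 were found. Randomly drawn lists lack the correlation between members of a real list. This check therefore does not show how the p-values behave for correlated members. Camera, with a preset correlation of 0.01 and with an estimated one, and fry were run on the limma-voom fit. With an estimated correlation and 2 libraries per group, camera has few residual degrees of freedom and can hardly call a list. None of the 24 lists had an unadjusted p under 0.05 in it, so a call lost there is weak evidence against a list. The TFI list holds only TFI genes that the study names in its text, and not its full TFI set. The genes *otx2* and *vegt* of this list had no row under these names. Named genes are *kat2a*, *kat2b*, *gsc*, *not*, *kdm5b*, *dnmt1*, *ehmt2* and TFI list members, the 10 largest log2 fold changes each way among called genes with a symbol and a mean count of at least 50, and up to 4 members of each list with the smallest p-value in the authors' table. One gene that this rule takes is not reported here. Alternatives were stricter thresholds, count filters, other fold scales, summed homeologs, centring, scaling by total reads, and leaving out each library. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.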

Results

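RNA was profiled by sequencing in *Xenopus laevis* embryos at the early gastrula stage (stage 10.5). Embryos had been injected at the 1-cell stage with 0.8 ng of an antisense DNA oligonucleotide against *gcn5* (*kat2a*), which encodes a histone acetyltransferase subunit of the SAGA and ATAC co-activator complexes, or with water. There were 2 Gcn5-AS and 2 control samples, each of 10 embryos. Samples were grouped by their titles and knockdown labels, since the treatment description of the control samples repeats that of the Gcn5-AS injection. Reads assigned to genes, recovered per library from the deposited group means, came to 3679948 in Gcn5-AS X, 3610092 in Gcn5-AS Y, 4093025 in control X and 2351039 in control Y. The letters are arbitrary, since the means do not show which library is replicate 1 or 2. The 10 most abundant gene models took 35.1%, 49.8%, 40.1% and 49.6% of these reads, in the same order. Of 45098 gene models 23661 had a read, and 11272 had a mean normalized read count of at least 10. The labels do not state that samples of a group came from separate batches of embryos, so the p-values measure only the spread between these samples, which may be technical.

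The targeted transcript was examined first. Normalized counts of *kat2a.L* were 52.9 and 62.6 in Gcn5-AS X and Y, and 50.4 and 103.5 in control X and Y. Those of *kat2a.S* were 13.7 and 35.5 against 27.9 and 45.7. The log2 fold changes were −0.41 and −0.58, with an adjusted p of 1 for both homeologs in the authors' deposited table. A limma-voom fit to the summed reads of both homeologs, chosen after seeing the data, gave a log2 fold change of −0.39 with a 95% interval from −1.21 to 0.43. The study describes depletion of this transcript by RT-qPCR and less Gcn5 protein at promoters by chromatin immunoprecipitation, which were not analysed here. A decrease of *kat2a* mRNA was not detectable in these libraries at this depth, and without control Y the log2 fold change of *kat2a.L* turned to 0.20. The related acetyltransferase gene *kat2b.L* had counts of 6.18 and 10.3 against 7.51 and 22.9, and *kat2b.S* had no read. Of the 18 measured models of SAGA and ATAC subunits, 9 were higher and 9 lower. None of them was called by the authors' deposited table, where none had an unadjusted p under 0.05, or by limma-voom, and none adjusted over the list alone.

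**Figure D1:**
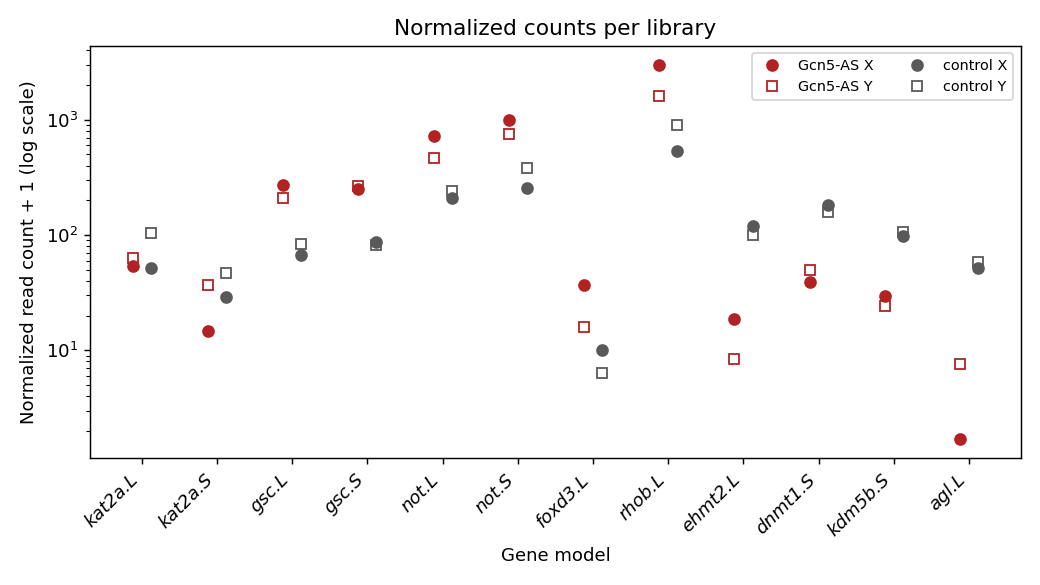
Normalized read counts plus 1 (log scale, vertical axis) of the gene models named on the horizontal axis, with 1 symbol per library: red for Gcn5-AS, grey for water control, circles for X and squares for Y. The libraries of the 2 groups overlap for *kat2a.L* and *kat2a.S*, and lie apart for *gsc.L*, *not.L*, *not.S*, *ehmt2.L*, *dnmt1.S*, *kdm5b.S* and *agl.L*.

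To ask how embryonic transcripts changed upon Gcn5 knockdown, the groups were compared at a false discovery rate of 0.1. By the adjusted p of the authors' deposited table, 40 gene models rose and 125 fell in Gcn5-AS embryos. Models described as called or not called are so by this table unless limma-voom is named. The largest increases among called genes with a symbol and a mean count of at least 50 were those of *coq10a.S*, a coenzyme Q-binding protein gene, from 13.4 and 14.8 to 108.5 and 65.4 normalized counts (6.13-fold), and *rasl11b.L*, encoding a Ras-like GTPase (4.56-fold). Increases of *add3.S* (adducin, 4.49-fold), *znrf1.L* (an E3 ubiquitin ligase, 4.40-fold), *iffo2.L* (4.11-fold), *fam46a.1* (4.08-fold), *socs1.S* (a suppressor of cytokine signalling, 3.96-fold), *wars2.L* (a mitochondrial tryptophanyl-tRNA synthetase, 3.74-fold), *armc7.L* (3.69-fold) and *cdca7-like.1.L* (3.47-fold) followed. Called decreases were larger than called increases, with a median log2 fold change of −2.52 against 1.66. Their median mean count over both groups was 43.1 against 246, but a fall itself lowers this mean and a rise raises it. Transcripts of *heatr5b.L* fell from 173.7 and 170.8 to 1.37 and 4.67 normalized counts, 55.2-fold lower, and those of *wdr90.L* were 23.8-fold lower. Glutamate dehydrogenase transcripts fell at *glud1.1* (13.6-fold lower) and *glud1.L* (6.47-fold lower). Transcripts also fell at *ranbp2.S* (a nuclear pore protein, 8.80-fold lower), *ehmt2.L* (8.52-fold lower), *skiv2l2-like.S* (an RNA helicase, 8.01-fold lower), *mdn1.L* (a ribosome assembly ATPase, 6.39-fold lower) and *ppm1b.S* (a protein phosphatase, 6.35-fold lower).

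In all 165 called models both Gcn5-AS libraries lay outside the range of both controls. Over the models with a mean count of at least 10 this held for 51.4%, where chance gives 33.3%. The number and direction of calls depended on the test and scaling: limma-voom on the recovered reads, added after seeing the data, called 503 higher and 470 lower, 162 of them among the 165, and with scaling by total reads it called 19 higher and 169 lower. Total-read scaling shifted the median log2 fold change of all genes by −0.16. Total reads were 3679948 in Gcn5-AS X and 3610092 in Gcn5-AS Y, but reads outside the 10 most abundant models were 2387185 and 1813610. That scaling thus also depended on how much of each library these few models took. Without single libraries limma-voom called 162 higher and 116 lower (Gcn5-AS X left out), 1421 and 836 (Gcn5-AS Y), 6 and 76 (control X), and 120 and 130 (control Y).

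**Figure D2:**
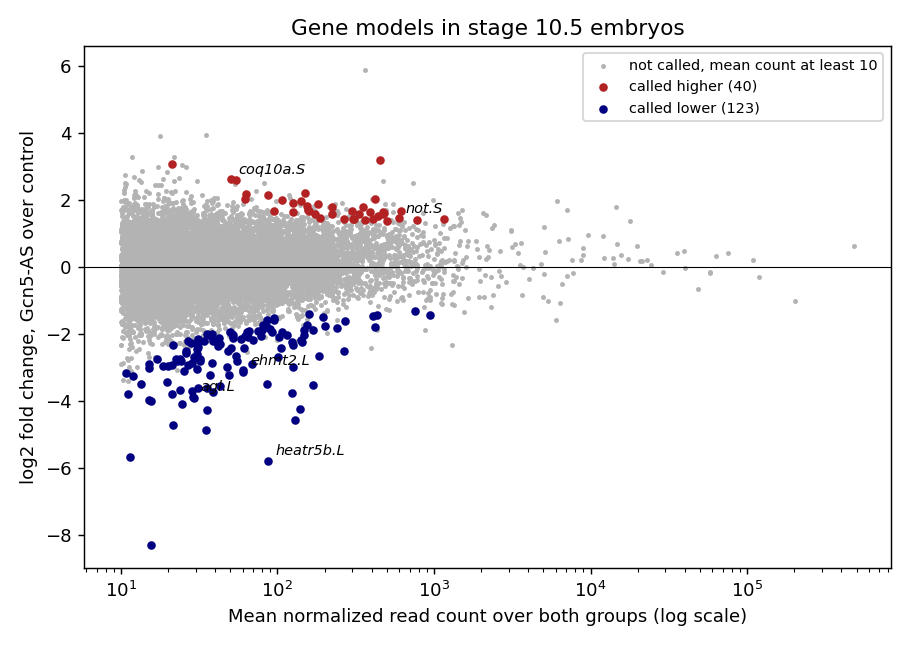
Mean normalized read count over both groups (log scale, horizontal axis) and log2 fold change of Gcn5-AS over control (vertical axis) of gene models with a mean count of at least 10. Red and blue points are models called higher and lower by the adjusted p of the authors' deposited table; 2 models called lower had a smaller mean count and are not drawn. The decreases reach further from 0 than the increases, with *heatr5b.L* at −5.79 and *coq10a.S* at 2.62.

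Chromatin modifiers, actin regulators, the proteasome and glycogen metabolism were examined because the study named related terms from these libraries, so their direction is not independent evidence. Of 56 measured chromatin modifier models 3 fell and none rose, and adjusted over the list alone 7 fell and 1 rose, while limma-voom called 9 lower and 1 higher. The 3 called by the authors' deposited table were *ehmt2.L*, a histone H3K9 methyltransferase gene, from 117.9 and 99.5 to 17.9 and 7.47 normalized counts, *dnmt1.S*, encoding the maintenance DNA methyltransferase (3.89-fold lower), and *kdm5b.S*, encoding an H3K4 demethylase (3.88-fold lower). The homeologs *dnmt1.L* (2.91-fold lower) and *kdm5b.L* (2.40-fold lower) had adjusted p values of 0.105 and 0.469 in the authors' deposited table and were not called there, while limma-voom called both. The list as a whole was not shifted, with 33 models higher, 23 lower, and a median log2 fold change of 0.14, a mean of −0.12 and an adjusted permutation p of 0.616 over 10000 expression-matched lists. Of 41 actin models 2 fell, both for the Arp3 subunit of the Arp2/3 complex, *actr3.S* (29.3-fold lower) and *actr3.L* (7.43-fold lower), and *add3.S* rose, with the same counts adjusted over the list alone. That list had a median of 0.12, a mean of −0.11 and an adjusted permutation p of 0.623. Of 22 glycogen metabolism models *agl.L*, encoding the glycogen debranching enzyme, fell from 50.9 and 57.8 to 0.687 and 6.54, also adjusted over the list alone, and the list median was 0.15 (adjusted permutation p of 0.66). None of 38 proteasome models was called by the authors' deposited table, where 1 had an unadjusted p under 0.05, nor adjusted over the list alone, and limma-voom called 1 lower, *psme3.L*. Of these models 28 were lower, with a median of −0.26 (adjusted permutation p of 0.157). The medians of the chromatin, actin and glycogen lists were below 0 with scaling by total reads, at −0.03, −0.10 and −0.02. Expression-matched lists had medians of −0.10, −0.12 and −0.10 in that setting, so these lists did not fall below matched genes.

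Of the transcripts that the study found insensitive to loss of TBP family factors (TFI genes), those named in its text were higher as a group in Gcn5-AS embryos. They cover 13 distinct symbols, many of them organizer or mesoderm genes. The study's full TFI set was not tested here. Of 23 measured models 22 were higher, with a median log2 fold change of 1.08 (permutation p of 1e-04, the smallest that 10000 expression-matched lists can give, and 0.0012 adjusted over 24 lists; exact sign test across genes, which are not independent replicates, two-sided p of 5.72e-06). The call was not kept by camera with an estimated correlation (adjusted p of 0.762). With 2 libraries per group that test can hardly call any list. The called members were *gsc.L*, *not.L* and *not.S*, homeobox genes of the Spemann organizer and notochord, and adjusted over the list alone 6 models rose and none fell. Counts of *gsc.L* were 270.7 and 206.4 against 66.5 and 82.0 (3.21-fold), those of *not.S* 989 and 750 against 257 and 381 (2.73-fold), and those of *not.L* 725 and 464 against 208 and 238 (2.67-fold). The second homeolog *gsc.S* was 3.08-fold higher with an adjusted p of 0.129 in the authors' deposited table. Members not called by the authors' deposited table but by limma-voom, which called 9 members higher and none lower, included *eomes.L* (4.77-fold), *rhob.L* (3.22-fold) and *spry2.L* (2.72-fold), and neither called *foxd3.L* (3.46-fold), *fgf8.S* (2.69-fold) and *zic1.S* (1.94-fold). The dorsal genes *foxa4.L* (1.00-fold) and *nog.L* (1.44-fold) lay closer to the controls, and the lower member was *slc7a5.L*, an amino acid transporter gene (1.97-fold lower, not called). The study picked *gsc* and *not* from these libraries, and without them the median was 0.95 over 19 models with the same permutation p.

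Medians of 6 further lists of embryonic regions and signals lay above those of expression-matched lists. The organizer list had 28 of 33 models higher (median log2 fold change 0.72, adjusted permutation p of 0.0012), the ventral and BMP pathway list 23 of 26 (0.66, 0.0048), the endoderm list 18 of 27 (0.58, 0.0444), the neural ectoderm list 16 of 23 (0.58, 0.0302), the list of Nodal, activin and Wnt signals 20 of 25 (0.59, 0.0288), and the mesoderm list 21 of 30 (0.56, 0.0154). None of these list calls held in camera with an estimated correlation, where the adjusted p lay between 0.762 and 0.863. With 2 libraries per group that test called no list at all. The 6 lists share members. Few of the members were called: 3 organizer models rose, all of them *gsc* and *not*, and of the signalling models *sp5.L*, a Wnt-responsive transcription factor gene, fell (5.72-fold lower). Adjusted over the list alone, 6 organizer, 2 ventral, 6 endoderm, 2 neural and 1 mesoderm models rose, and 1 organizer, 1 endoderm and 1 signalling model fell. Examples that limma-voom called higher and the authors' deposited table did not are *smad6.L*, an inhibitor of BMP signalling (1043 and 706 against 229 and 421), *mix1.L* (431 and 282 against 144 and 102), *sox17b.1.S* (1206 and 1650 against 628 and 601) and *pou5f3.3.S* (239 and 267 against 79.3 and 117). Apoptosis and p53 response genes were also higher as a group, 17 of 22 with a median of 0.80 (adjusted permutation p of 0.0016), with an adjusted p of 0.762 in camera with an estimated correlation. That correlation was −0.034, yet the unadjusted camera p was 0.064 with it and 0.0006 with the preset one. None of the 22 models was called by the authors' deposited table, where 8 had an unadjusted p under 0.05, and none adjusted over the list alone. Limma-voom called 2 higher, *plk2.L*, with 76.3 and 90.6 against 19.8 and 30.9, and *plk3.S*. For these 8 lists, the TFI list included, camera with a preset correlation of 0.01 gave adjusted p values below 0.05. Camera with the preset correlation also called the proteasome list lower (adjusted p of 0.0417, and 0.863 with an estimated correlation), and the smallest adjusted p of fry, which tests whether the members of a list move one way and does not compare them with other genes, was 0.193 over the 24 lists. Gcn5-AS X stood apart from the controls, with an SD of log2 ratios of 1.02 to control X and 1.03 to control Y, against 0.80 and 0.64 for Gcn5-AS Y. The mesoderm list had library medians of 0.68 in Gcn5-AS X, −0.37 in Gcn5-AS Y, 0.03 in control X and −0.39 in control Y, so that its median without Gcn5-AS X was −0.04. Without Gcn5-AS X the medians of the ventral (0.32), endoderm (0.30), neural (0.27) and signalling (0.30) lists were also smaller, and these lists and the mesoderm list were not called. The TFI (0.77), organizer (0.49) and apoptosis (0.63) lists stayed called among the 8, and the maternal list (median 0.44) and the epidermal list (median −0.32) were called in addition. Without Gcn5-AS Y the neural median was 0.98. Without control Y 3 lists were called, the TFI, organizer and neural lists, and with homeologs summed 2, the TFI and organizer lists. The endoderm and signalling lists were not called with scaling by total reads or with members of a mean count of at least 50.

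Epidermal ectoderm genes went both ways. The keratin genes *krt12.S* (13.8-fold lower), *krt.L* (4.71-fold lower) and *krt5.7.S* (2.68-fold lower) fell and *foxi2.L*, a forkhead gene of the animal cap, rose 2.99-fold, while the 25 models had a median log2 fold change of −0.13 (adjusted permutation p of 0.203); adjusted over the list alone 4 fell and 1 rose. Other lists, most of them on the state of the embryo and its RNA, were not called, with adjusted permutation p values from 0.103 to 0.825. Medians were −0.64 for TFIID subunits (7 models), −0.30 for histone genes, all 7 lower, −0.16 for ribosomal proteins (48), −0.11 for SAGA and ATAC subunits (18), −0.10 for heat shock and stress genes (24), −0.06 for germ plasm (10), 0.05 for the cell cycle (58), 0.19 for maternal oocyte and egg transcripts (36), 0.31 for gastrulation movement and adhesion (37), 0.33 for the mid-blastula zygotic wave (16) and 0.64 for neurula and later differentiation (10). Without Gcn5-AS Y the histone list (−0.95) and the neurula list (0.93) were called, and without control X the neurula list (1.28). Adjusted over the list alone, 2 adhesion models, 3 maternal, 1 neurula, 4 zygotic wave and 1 stress model rose, and 2 maternal, 1 germ plasm, 1 neurula and 1 zygotic wave model fell. Of the 254 distinct models of these 11 lists, the authors' deposited table called only *krt5.7.S* of the neurula list, with 39 models at an unadjusted p under 0.05, and limma-voom called 15 higher and 7 lower. The cell cycle median was −0.06 with scaling by total reads, where expression-matched lists had a median of −0.05.

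**Figure D3:**
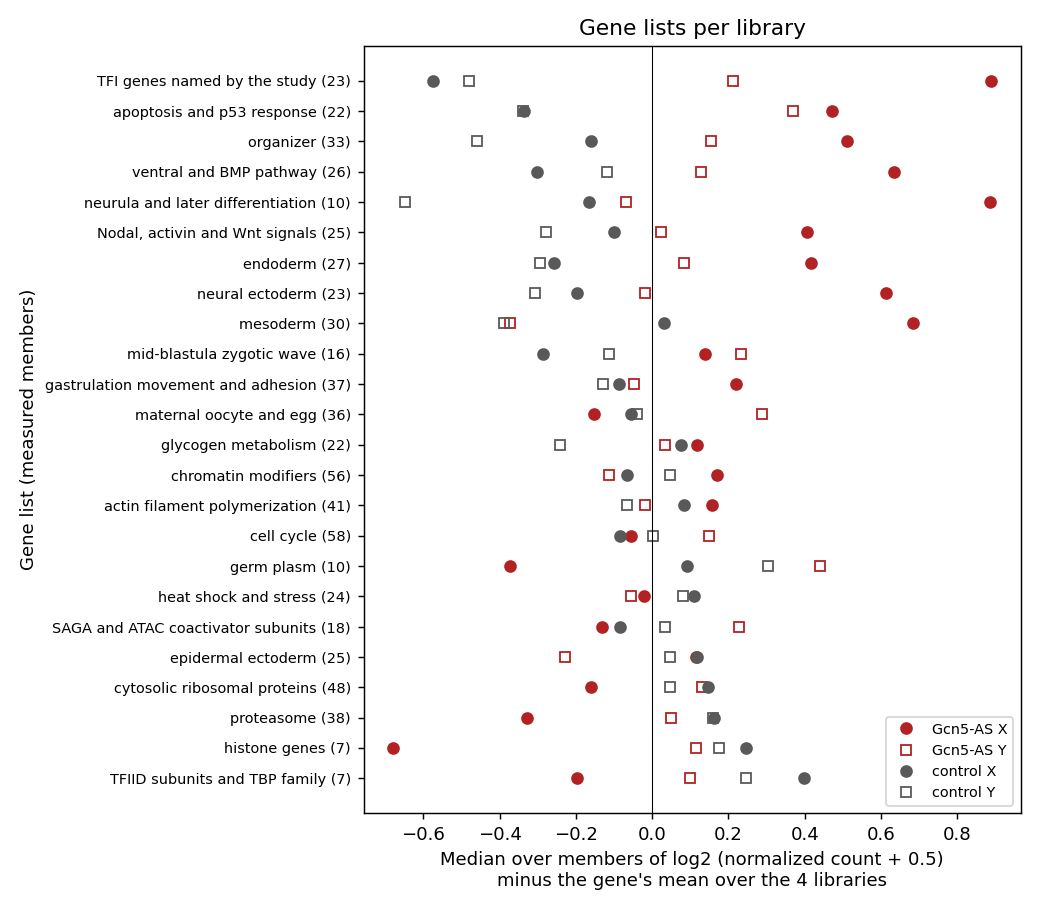
Median over the members of each gene list of log2 (normalized count + 0.5) minus the gene's mean over the 4 libraries (horizontal axis), with 1 symbol per library and the number of measured members in brackets. For the TFI list both Gcn5-AS libraries (0.89 and 0.21) lie above both controls (−0.58 and −0.48), and for the mesoderm list only Gcn5-AS X lies apart.

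*X. laevis* is allotetraploid, and most genes have an L and an S homeolog. The log2 fold changes of 2286 homeolog pairs were correlated across genes, which are not independent replicates (Pearson r of 0.62, Spearman rho of 0.62). Of 78 called models with a measured homeolog, the homeolog moved in the same direction in 76 and was itself called in 22. Among all pairs 72.6% had the same sign. Reads of near-identical homeologs may be split uncertainly by the authors' counting, so that values of a pair are not fully separate.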

Values the study reported

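The study reported 125 decreased and 40 increased transcripts in Gcn5 knockdown embryos at a false discovery rate of 0.1. It gave a hypergeometric P of 2.8e-05 for the overlap of increased transcripts with TFI genes, and a Wilcoxon signed rank P of 4.4e-05 for the mild increase of TFI transcripts. Both refer to the study's own TFI set and not to the shorter list of named genes examined here. It also described lower *gcn5* mRNA by RT-qPCR and less Gcn5 protein at promoters in the injected embryos. These embryos formed a first blastopore groove, but involution was impaired and they arrested with signs of apoptosis. The study reported rescue of this phenotype by mRNA for human GCN5.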

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

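The alternative thresholds, filters and fold scales were listed before the data were examined, and limma-voom, scaling by total reads, leaving out libraries and the pairings were chosen after seeing the data. By the authors' deposited table with adjusted p under 0.05, the calls were 20 higher and 85 lower, and under 0.01 they were 3 and 48. With p adjusted again over the fewer models with a mean count of at least 50 there were 113 higher and 106 lower calls, and over at least 10 there were 73 and 160. A minimum log2 fold change of 1 left 40 and 125, and the deposited adjustment already used every gene with a read. Limma-voom on recovered reads called 503 higher and 470 lower; the cause of the difference was not tested. With total-read scaling it called 19 and 169, and leaving out each library gave 6 to 1421 higher and 76 to 836 lower, the lone sample being assumed to vary like the other group. No paired analysis was possible because the recovered libraries carry no replicate numbers; taking X with X and Y with Y as pairs gave 1158 and 947 calls, and X with Y 178 and 197.

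Without each library the log2 fold change ranged from −0.84 to 0.20 for *kat2a.L*, reversed without control Y, and from −1.41 to −0.05 for *kat2a.S*. The number of called lists was 8, from 3 to 10 without each library and 2 with homeologs summed, where fewer members enter. The TFI list kept its direction and a permutation p under 0.05 in all settings, with medians from 0.77 to 1.42 without each library. The mesoderm median ranged from −0.039 to 0.86 and turned below 0 without Gcn5-AS X. Over all lists, 189 of 214 list and setting combinations kept their side of the threshold, 19 were no longer called, 5 became called and 1 changed direction. Centring subtracts the same constant from every gene, so its permutation p could not differ from the main setting. The 189 also include lists that were not called in the main setting. The homeolog correlation was 0.73 with both mean counts at least 50, and 0.46 to 0.63 without each library. The edgeR fit planned for per-library counts was not run, and neither was DESeq2.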

Other observations

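All tests in this part were chosen after the result was seen, except those of reads in nearly silent models and of the patterning lists without single-exon genes. Pooled, the TFI, organizer, mesoderm, ventral, endoderm, neural and signalling lists held 149 models, of which 117 were higher in Gcn5-AS, with a median log2 fold change of 0.59. Each of these lists had been called, so this restates that observation. None of the calls held in camera with an estimated correlation, which called no list. Without Gcn5-AS X the median was 0.30 with 103 models higher. The stress genes *ier5.L* (1173 and 723 against 325 and 284) and *mos.L* of the oocyte list (3921 and 2244 against 796 and 1213) were among the more abundant transcripts that limma-voom called higher and the authors' deposited table did not.

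Many genes with a single coding exon were higher and many genes for very large proteins lower. Both lists were written from general knowledge after the calls had been seen. Broader versions were tested first, in which 78 of 95 single-exon models were higher (median log2 fold change 0.92) and 75 of 91 models for very large proteins lower (median −0.85), each with a permutation p of 1e-04. Both were then shortened by hand, leaving out genes of uncertain structure, models named only as similar to a gene and, from the single-exon list, genes already seen to be called, so none of the p-values of either version is independent evidence. Of 64 single-exon models 55 were higher (median 0.81, permutation p of 1e-04), and of 37 models for very large proteins without a called homeolog 25 were lower (median −0.53, permutation p of 0.0006). Of the 64 single-exon models 28 belonged to the fixed lists, among them 7 to the TFI list. Their rise is thus not fully separate from that of the lists, and was not tested without those members. With called genes kept, 37 of 50 models for very large proteins were lower (median −0.88), and 9 of the 50 were called. Short transcripts being favoured would raise ribosomal protein genes, whose median was −0.16 (bootstrap 95% interval across genes, not libraries, from −0.30 to 0.07). Library medians of the ribosomal protein genes were −0.16 and 0.13 in Gcn5-AS X and Y, against 0.15 and 0.05 in control X and Y. This is 1 class of genes, whose own change could hide such an effect, so an effect of length is not excluded. Genomic DNA as the whole rise is argued against by the 52.5% of gene models without a read in both Gcn5-AS libraries. Library medians were 0.76 and 0.14 against −0.48 and −0.37 for the 64 single-exon models, and −0.17 and −0.38 against 0.53 and 0.13 for the 37 models for very large proteins. As both lists were chosen after the calls had been seen, these medians leave a deviation of single libraries open.

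Reads in nearly silent models had a log2 ratio of 0.055, Gcn5-AS over control, with 2227 and 2102 against 2541 and 1625 normalized reads, so a small contribution of genomic DNA cannot be told apart from none, because the libraries overlap. Loss of long transcripts by RNA fragmentation was not tested. A hypothesis that remains open is that Gcn5 knockdown, or a delay or stress of the injected embryos, may shift transcripts by gene structure; the values here do not tell these apart.

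The patterning lists could be higher because they hold single-exon genes. Without these, 133 models had a median of 0.59, the same as that of all 149, which argues against that as the whole cause. Of the lists that bear on embryo age, none was called: medians were 0.19 for maternal transcripts (adjusted permutation p of 0.571), 0.33 for the mid-blastula zygotic wave (0.616) and 0.64 for neurula and later differentiation (0.103). The maternal list was called higher without Gcn5-AS X (0.44), and the neurula list without Gcn5-AS Y (0.93) or control X (1.28). These values do not decide whether the groups differed in age, which stays open, as does a biological change. By morphology, the study describes Gcn5 knockdown embryos as arrested, with impaired involution and signs of apoptosis. That evidence was not analysed here.

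Gcn5-AS Y was closer to control Y than to Gcn5-AS X, with SDs of log2 ratios of 0.64 and 0.72 over 4530 models with a mean count of at least 50. If Gcn5-AS Y were a mislabelled control, contrasts of Gcn5-AS X and Gcn5-AS Y with different controls would be no more correlated than contrasts within groups. Their correlations across genes, which are not independent replicates, were 0.66 and 0.37, depending on how the libraries are paired, and that of the contrasts within groups (Gcn5-AS X against Y, control X against Y) was 0.32. The 95% intervals of the lower 2, from 0.34 to 0.39 and from 0.29 to 0.34, overlap. With 2 libraries per group, these correlations cannot tell a mislabelled control apart from a weaker response of Gcn5-AS Y or a deviation of Gcn5-AS X. Counts of *heatr5b.L* and *wdr90.L* were low in Gcn5-AS Y too, at 4.67 and 13.1. Control X and control Y had 173.7 and 170.8 for *heatr5b.L*, and 235.3 and 260.9 for *wdr90.L*. Both genes were called with Gcn5-AS Y in the Gcn5-AS group, so their choice depends on its label.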
